# Extracellular Particles Isolated from Leftover Discarded Formalin-Fixed Tissues Exhibit Atypical Extracellular RNA Profiles

**DOI:** 10.3390/biom16070993

**Published:** 2026-07-07

**Authors:** Vyshnavi Tallapaneni, Bryson C. Okeoma, Ravi Sachidanandam, Humayun K. Islam, Chioma M. Okeoma

**Keywords:** particle purification liquid chromatography (PPLC), formalin fixed tissues (FFT), extracellular particles (EPs), RNASeq

## Abstract

This study reports atypical findings indicating that extracellular particles (EPs) isolated from leftover discarded formalin-fixed tissues (FFTs) contain atypical RNA profiles that may be highly fragmented. Using particle purification liquid chromatography (PPLC), we isolated EPs from five tissue types that had been immersed in 10% neutral buffered formalin, stored at room temperature, and collected at the point of discard. Tissues were de-identified and maintained at room temperature until EP separation and exRNA purification. Purified EPs were stored at −80 °C before physicochemical characterization and small RNA sequencing. PPLC separation profiles were broadly consistent with expected EP signatures, although subtle shifts in physicochemical properties were observed. exRNA was successfully recovered from all samples; however, RNA-Seq analysis showed that most reads were unclassified, while others mapped to microbial taxa rather than host-derived transcripts. These results suggest that EP-associated RNA in FFT may be substantially degraded and that microbial particles or nucleic acids were present in the tissues despite formalin fixation. Microbial viability was not assessed, as this was outside the scope of the study. Nonetheless, several explanations are plausible, including RNA fragmentation due to prolonged formalin exposure, microbial contamination during pre-discard storage, or inadequate or ineffective fixation that permitted microbial persistence or enrichment. Collectively, these findings indicate that leftover discarded tissues that were not flash-frozen or properly stored may be unsuitable—or at minimum require caution—when used as a source of EPs or EP-associated RNA. Investigators should consider RNA degradation/fragmentation, microbial confounders, and fixation-related artifacts when interpreting EP or exRNA data derived from FFT.

## 1. Introduction

Extracellular particles (EPs) are a heterogeneous and biologically active class of cell-derived entities that have emerged as central mediators of intercellular communication in both physiological and pathological contexts [1,2,3]. EPs encompass classical membrane-enclosed extracellular vesicles (EVs)—including exosomes, microvesicles, and apoptotic bodies—as well as non-vesicular extracellular particles (NVEPs), previously described as extracellular condensates (ECs) [4,5]. Collectively, these particles transport nucleic acids, proteins, lipids, and metabolites that reflect the molecular state, lineage, and environmental history of their cell of origin. As such, EPs provide a stable, information-rich snapshot of tissue biology and have become powerful tools for interrogating disease mechanisms, identifying biomarkers, and developing therapeutic delivery systems [6,7,8,9,10,11].

Over the past decade, EPs have been isolated and characterized from a wide range of biological fluids, including blood plasma, urine, saliva, cerebrospinal fluid, semen, and cell culture supernatants [4,6,12,13,14,15,16,17,18,19,20,21,22,23,24,25,26]. More recently, tissue-derived EPs, including brain- and gastrointestinal tract derived EPs [4,5,26,27] have gained attention because they capture spatially contextualized molecular information that is often lost when analyzing dissociated cells or bulk tissue homogenates. Tissue-derived EPs retain molecular cargo assembled in vivo and therefore provide insight into cellular communication networks operating within intact organs [5,27,28,29,30]. However, the majority of tissue-based EP studies have relied on fresh or frozen specimens [31], which poses practical limitations for large-scale, retrospective, and longitudinal investigations.

It has been established that frozen tissues and archival specimens have untapped potential and limitations. Fresh-frozen tissues are widely considered the gold standard for molecular analyses, including RNA-sequencing and proteomics [32]. Nonetheless, their availability is often restricted by logistical, ethical, and economic constraints. Cryogenic storage requires continuous ultra-low-temperature maintenance, specialized infrastructure, and significant long-term costs [33]. Moreover, frozen tissues are typically limited to prospectively collected samples, thereby excluding the vast repositories of clinically annotated specimens stored in pathology archives worldwide.

In contrast, formalin-fixed tissues (FFT), frequently embedded in paraffin as formalin-fixed paraffin-embedded (FFPE) blocks, represent one of the largest and most systematically curated biological resources available for biomedical research. Pathology departments routinely archive FFPE tissues for diagnostic, legal, and quality assurance purposes, resulting in collections that span decades and encompass diverse organs, disease states, treatment histories, and patient outcomes [34,35,36].

Formalin fixation is the most widely used tissue preservation method in clinical pathology due to its ability to maintain cellular and tissue architecture and maintain molecular integrity. Formaldehyde penetrates tissues rapidly and reacts with amino, imino, and amide groups in proteins and nucleic acids, generating reversible and irreversible crosslinks that stabilize cellular structures [36]. During fixation, formaldehyde forms methylene bridges between proteins, as well as protein–nucleic acid and nucleic acid–nucleic acid complexes, effectively “locking” biomolecules in place. While these chemical reactions preserve morphology, they compromise molecular integrity. RNA isolated from FFPE tissues is typically fragmented, chemically modified, and covalently crosslinked, limiting its compatibility with many downstream molecular assays [37]. Multiple studies have shown that total RNA extracted from FFPE samples is often degraded to fragments averaging between 100 and 300 nucleotides in length [38,39]. Additionally, formalin introduces mono-methylol (-CH_2_OH) adducts to RNA bases—particularly adenine and cytosine—which interfere with reverse transcription and amplification [38]. Despite these challenges, advances in antigen retrieval and nucleic acid de-modification techniques have demonstrated that a substantial fraction of formalin-induced RNA damage is reversible. Heat-mediated reversal of crosslinks in mildly alkaline buffers can remove formaldehyde adducts without extensive additional degradation, significantly improving RNA performance in downstream applications [40,41]. These observations have reinvigorated interest in exploiting FFPE tissues for molecular analyses beyond basic histopathology.

If EPs and their associated RNAs could be reliably isolated from fixed tissues, the EP-associated RNAs would serve as robust molecular readouts that would provide unprecedented opportunities for retrospective mechanistic studies and biomarker discovery. Among RNA species, small RNAs—including microRNAs (miRNAs) are well suited for analysis from fixed tissues, because their short length (typically 18–30 nucleotides) renders them less susceptible to fragmentation-based loss, and numerous studies have demonstrated that miRNA expression profiles from FFPE tissues closely mirror those obtained from matched frozen specimens [42,43,44,45].

It is also expected that EP-associated RNA isolated from FFPE tissues may serve as molecular archives. Indeed, EPs are released by cells prior to tissue fixation and thus encapsulate biomolecular cargo that reflects the pre-fixation physiological state of the tissue. Once fixation occurs, EPs, particularly membrane-enclosed EVs and protein-dense NVEPs may become immobilized within the extracellular matrix or interstitial spaces. The physical structure (membrane, aggregation) of EPs confers partial protection of their contents from enzymatic degradation. Accumulating evidence suggests that EP-associated nucleic acids may be better preserved than bulk intracellular RNA during fixation and long-term storage [46,47].

The possibility that EPs isolated from FFT retain molecular information that is otherwise inaccessible in fixed tissues represents a conceptual shift in archival tissue analysis. Rather than viewing formalin fixation solely as a barrier to molecular studies, EPs may serve as preserved molecular “time capsules,” protecting short RNAs and other cargo from the most deleterious effects of fixation chemistry. Previous studies have primarily focused on isolating RNA or protein directly from FFPE tissue lysates. Far fewer investigations have addressed whether intact EPs can be recovered from fixed tissues and whether their RNA cargo remains informative. Addressing this gap is critical for unlocking the full translational potential of archival pathology specimens [48].

In this study, we sought to determine whether EPs could be isolated from formalin-fixed tissues and whether their RNA cargo retains biologically meaningful signatures. To address this, we analyzed five distinct types of formalin-fixed human tissues—placenta, heart, ovary, stomach, and gall bladder—representing diverse cellular compositions and metabolic states. The EPs were isolated from leftover discarded formalin-fixed tissues without reliance on freezing, demonstrating a practical workflow applicable to formalin fixed archival specimens. Small RNA recovered from these EPs was subjected to high-throughput sequencing using the Illumina small RNA library preparation protocol and sequenced on the Illumina NextSeq 2000 platform. Sequencing reads were mapped to miRBase [49] to identify human small RNAs and to Kraken-based databases for taxonomic classification of microbial sequences, enabling simultaneous assessment of host- and microbe-derived RNA content.

By integrating EP isolation with small RNA sequencing, this study aims to (i) establish the feasibility of recovering EP-associated RNA from fixed tissues, (ii) characterize the composition of small RNAs preserved within FFT-derived EPs, and (iii) lay the groundwork for using archival pathology specimens in EP-based molecular and translational research.

## 2. Materials and Methods

### 2.1. Ethics Statement

This study was conducted in accordance with Institutional Review Board (IRB) principles and approved by the IRB Committees of New York Medical College (NYMC) and Westchester Medical Center (WMC), Valhalla, NY, USA. After completion of clinical procedures, leftover tissues designated for disposal were deidentified and collected prior to discarding, in accordance with the approved IRB protocol.

### 2.2. Specimen Collection

Surgical specimens including placenta (*n* = 1), heart (*n* = 1), ovary (*n* = 1), stomach (*n* = 2), and gallbladder (*n* = 3) marked for “discard” were collected. Prior to collection, tissues were immersed in 10% neutral buffered formalin and stored at room temperature for approximately three weeks at WMC. Upon transfer to NYMC, tissues remained in formalin and were kept at room temperature until use, corresponding to 83–196 days from initial collection at WMC to processing at NYMC.

### 2.3. RNA Isolation and Sequencing

Total RNA was extracted using TRIzol (1 mL per 50–100 mg tissue) following standard protocol [50]. Small RNA libraries were prepared using the NEXTFLEX Small RNA Sequencing Kit v4 (NOVA-5132-31, Revvity, Inc., Waltham, MA, USA) according to the manufacturer’s instructions, including 3′ adapter ligation, cleanup, 5′ adapter ligation, and cDNA synthesis. Although the kit is optimized for small RNA enrichment, the library preparation workflow was modified to allow recovery of longer RNA inserts (~150 bp), enabling broader characterization of RNA species present in the samples. Libraries were sequenced using paired-end chemistry on an Illumina NextSeq 2000 platform (Illumina, Inc., San Diego, CA, USA). Paired-end sequencing was performed for superior read alignment because aligners use long-range positional information for stitching together contigs, assembling complex genomes with repetitive elements, and improving accuracy. RNA from frozen rat brain was included as an external biological reference control to evaluate EP isolation performance and RNA recovery in a non-formalin-fixed mammalian tissue context. While this introduces a species difference, it served as a technical comparator rather than a direct biological comparison.

### 2.4. Bioinformatic Analysis Human and Microbial Gene Expression

Initial alignment of sequencing reads to the human genome showed no detectable mapping. Broader taxonomic screening using NCBI BLAST v2.16.0 against the NR database indicated that the reads were predominantly of microbial origin. To further characterize these sequences, we used Kraken v2.17.1 [51] with the UHGG v2.0.2 database under default parameters. Paired-end FASTQ v0.12.1 files were processed using Kraken2, and taxonomic assignments were summarized using the generated Kraken report files. Reads classified as “unclassified” represent sequences that could not be assigned to any taxonomic node within the reference database using the Kraken2 classification framework.

### 2.5. Data Availability

The data discussed in this manuscript have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE325844 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE325844, accessed on 7 July 2026).

### 2.6. Transmission Electron Microscopy (TEM)

Extracellular vesicle morphology was examined using transmission electron microscopy (TEM). Samples were applied onto carbon-coated copper grids and allowed to adsorb briefly. Excess liquid was removed, and samples were negatively stained with 1% uranyl acetate to enhance contrast. After air-drying, grids were visualized using a JEOL transmission electron microscop (JEOL USA, Inc., Peabody, MA, USA). Representative images were acquired to assess vesicle morphology and structural integrity.

### 2.7. Nanoparticle Tracking Analysis (NTA)

Particle size distribution and concentration were analyzed using a ZetaView (ZetaView PMX110, Particle Metrix, Mebane, NC, USA). Samples were diluted in 0.1× particle-free PBS to an appropriate concentration (1:1000) before measurement. Analysis was performed according to the manufacturer’s instructions, and recordings were acquired in triplicates per sample to ensure reproducibility. Data were processed using ZetaView software v8.04.02 to determine particle size distribution and concentration.

## 3. Results

### 3.1. Isolation of Extracellular Particles (EPs) from Formalin Fixed Tissues (FFT)

EPs were isolated from placenta, heart, ovary, stomach, and gallbladder tissues using our previously described protocols [52]. Briefly, small pieces of FFT (478–521 mg; Table 1) were finely chopped and digested with collagenase III [52]. Samples were clarified by sequential centrifugation at 500× *g*, 2500× *g*, and 12,000× *g* to remove cells and debris prior to EP isolation.

The clarified supernatants were loaded onto a 50 × 0.5 cm Sephadex G-50 size-exclusion column and purified using the PPLC system as previously described [52,53]. Fifty fractions (200 µL each) were collected, and three-dimensional UV–Vis spectra (230–650 nm) were recorded to generate R1 and R2 ratios [53]. In the visible range, R1 = A400/A600 and R2 = A600/A650 served as qualitative turbidity indices used concurrently to identify fractions likely to contain membrane-associated particles (Figure 1). Based on these spectral signatures, membrane-containing fractions were pooled and stored in aliquots at −80 °C until further analysis.

Protein concentrations ranged from 0.45–6.66 µg/µL for membrane-containing fractions and 0.02–0.41 µg/µL for non-membrane fractions (Table 1). Given the spectral profiles (Figure 1) and the markedly lower protein content of non-membrane fractions, all subsequent analyses focused on the membrane-containing EP fractions.

### 3.2. Characterization of the Physical Properties of Extracellular Particles (EPs) from Formalin Fixed Tissues (FFT)

Transmission electron microscopy revealed the presence of particles with heterogeneous sizes and morphologies (Figure 2A). Both intact and disrupted membrane-bound structures were observed, supporting our decision to focus subsequent analyses on membrane-containing fractions. Nanoparticle tracking analysis (NTA) was used to assess ζ-potential, particle size, and concentration (Figure 2B–D). The mean ζ-potential values for placenta, heart, ovary, stomach-1, stomach-2, gallbladder-1, gallbladder-2, and gallbladder-3 were −38.13 ± 0.70, −45.68 ± 1.93, −42.33 ± 2.12, −34.60 ± 1.84, −27.50 ± 1.66, −18.87 ± 0.93, −9.07 ± 1.88, and −22.44 ± 1.82 mV, respectively (Figure 2B). Mean particle sizes for the same tissues were 133.93 ± 3.96, 134.87 ± 2.54, 159.10 ± 4.97, 140.43 ± 5.45, 146.77 ± 1.76, 140.33 ± 1.40, 92.40 ± 6.74, and 126.43 ± 0.64 nm, respectively (Figure 2C). Mean particle concentrations were 2.8 × 10^12^ ± 1 × 10^11^, 1.7 × 10^12^ ± 1.5 × 10^11^, 7 × 10^11^ ± 1 × 10^10^, 2.23 × 10^12^ ± 5.8 × 10^10^, 7.37 × 10^11^ ± 3.79 × 10^10^, 1.6 × 10^12^ ± 1 × 10^11^, 1.2 × 10^12^ ± 0, and 2.77 × 10^12^ ± 5.77 × 10^10^ particles per mg tissue, respectively (Figure 2D).

RNA quality was assessed using the Agilent RNA ScreenTape assay on the Agilent 4200 TapeStation (Agilent Technologies, Inc., Santa Clara, CA, USA) system. The gel image displays the separation profile for each sample, including 28S and 18S rRNAs, small rRNAs, and the lower marker, with RNA Integrity Number equivalent (RIN^e^) values shown below each lane (Figure 2E). The RNA profiles of FFT-derived EPs were distinct from those of RNA isolated from frozen rat brain tissue. As expected, FFT-EP RNA consisted primarily of short RNA fragments 25–50 nt, whereas rat brain RNA ranged from ~150 to 4000 nt (Figure 2E). It remains difficult to determine whether RNA extracted from all FFT specimens was degraded, as EPs naturally contain small RNAs that are protected from extracellular RNases.

### 3.3. Sequencing Data Output

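RNA of the membrane-containing EP fractions from 8 formalin-fixed specimens of 5 human tissues was sequenced. There was 1 library each for placenta, heart and ovary, 2 for stomach and 3 for gallbladder. By Table 1, gallbladder-1 was part of a polypoid nodule, while gallbladder-2 and gallbladder-3 were portions of gallbladder. Heart was a mass by the left ventricular apex and ovary a large solid nodule, so specimens of a tissue are not all alike. Gallbladder tissue had been in formalin for 83 days and the other tissues for 166 to 196 days. The authors classified the read pairs with Kraken2, which assigns a read pair by its short subsequences, against UHGG, a catalogue of bacterial and archaeal genomes from the human gut. They deposited the counts of read pairs per taxon and library, both with and without the taxa below it. Above the phyla, the table lists only unclassified, root, Bacteria and Archaea, so it holds no host taxon. The libraries held 12615237 (placenta), 34440465 (heart), 18605859 (ovary), 6855946 (stomach-1), 13818468 (stomach-2), 104544227 (gallbladder-1), 21611324 (gallbladder-2) and 4366940 (gallbladder-3) read pairs. Gallbladder-1 alone held 48.2% of the 216858466 read pairs.

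From these counts, shares per taxon were computed over all read pairs or over the classified ones, with exact (Clopper-Pearson) 95% confidence intervals. Read pairs without molecular identifiers are not independent molecules, so the intervals cover counting error only. The 3 gallbladder libraries were compared with the 5 libraries of the other tissues, by exact permutation tests for single shares, two-sided by doubling the smaller tail, and by edgeR for genera. With 3 against 5 libraries there are 56 splits, and a p doubled in this way cannot lie below 0.0357. No specimen has a repeat library, and nothing in the labels or the paper says whether the stomach or the gallbladder specimens came from separate donors, so p-values measure only the spread between these libraries. The comparisons, the rule for the taxa named and the 7 lists of genera were chosen before the data were examined, but after the paper's tables had been read, and the list of genera standing in for Comamonadaceae was made later.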

Small RNA libraries were generated from FFT-derived EPs using the Illumina small RNA protocol and sequenced on the Illumina NextSeq 2000 platform. Reads were first mapped to miRbase [54]. Sequences that did not align with any known region of the human genome were classified as unclassified, comprising 63–95% of total RNA reads. 

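Unclassified read pairs made up 66.4% of the placenta library, 67.2% of heart, 59.8% of ovary, 64.5% of stomach-1 and 64.5% of stomach-2. In gallbladder-1, gallbladder-2 and gallbladder-3 they made up 57.2%, 60.4% and 63.0%. The widest 95% interval, in gallbladder-3, the smallest library, runs from 62.9% to 63.0%, and only the intervals of the stomach libraries overlap. Of the classified read pairs, 94.6% (placenta) to 98.3% (ovary) were bacterial, and Archaea held 0.199% (ovary) to 0.518% (gallbladder-2) of all read pairs. Kraken2 placed 44.1% (ovary) to 60.0% (gallbladder-3) of the classified read pairs in a species and left 24.3% (gallbladder-1) to 32.4% (ovary) at Bacteria. Here, unclassified means without a match in UHGG, and the mapping to the human genome and to miRBase was not analysed here.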

To assess microbial contributions, reads were also analyzed using Kraken, which identified microbial sequences and RNAs aligning to known microbial taxa. Overall, 81% of reads were unclassified, while 18.5% mapped to bacterial sequences (Table 2, Table S1). 

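Pooled over the 8 libraries, 131623354 of 216858466 read pairs, or 60.7% (95% exact interval 60.69% to 60.70%), were unclassified. Bacteria held 83147396 read pairs, or 38.3% (38.34% to 38.35%), and Archaea 892445, or 0.412%. The average library had 62.9% ± 3.47 (SD, n = 8) unclassified and 36.1% ± 3.61 bacterial read pairs. The pooled values follow gallbladder-1, and without it 63.9% of read pairs were unclassified and 35.1% were bacterial. From the high share of unclassified reads and the bacterial remainder, the paper concludes that the RNA profiles of FFT-derived EPs were dominated by unclassified and microbial sequences.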

The overall value of 18.5% bacterial mapping represents the proportion of reads assigned to bacterial taxa when calculated across the entire dataset based on total read counts pooled from all samples.

Sequencing of the eight FFT-derived EP samples yielded reads mapping to 6127 taxonomic entries. 

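The table lists 4573 taxonomic entries with at least 1 read pair, and its highest taxon number is 6127. They comprise 24 phyla, 33 classes, 90 orders, 212 families, 1050 genera and 3160 species. In 430 of the species (13.6%), a single read pair in all libraries together stands behind the entry. With at least 10 read pairs required in a library, 2954 entries are left. Actinobacteriota, Firmicutes_A and Proteobacteria, the phyla of Collinsella, of the Clostridia and of Pseudomonas, each lead the phyla in at least 1 library.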

Among all tissues, the gallbladder libraries exhibited the lowest proportion of unclassified sequences, with 11.73%, 39.57%, and 37.04% of nucleotide reads assigned to microbial taxa. In contrast, the stomach-2 library showed the highest percentage of unclassified sequences (95.95%) (Table 3). 

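The mean share of unclassified read pairs was 60.2% ± 2.88 (SD, n = 3) in the gallbladder libraries and 64.5% ± 2.88 (n = 5) in the other tissues. The difference of -4.29 percentage points did not pass the exact permutation test (two-sided p = 0.107). Gallbladder-1 lay below every other library, while ovary, at 59.8%, lay below gallbladder-2 and gallbladder-3. Read pairs assigned to any taxon made up 42.8%, 39.6% and 37.0% of gallbladder-1, gallbladder-2 and gallbladder-3. They made up 33.6% of placenta, 32.8% of heart, 40.2% of ovary, 35.5% of stomach-1 and 35.5% of stomach-2. Collinsella, a gut anaerobe of the Coriobacteriaceae, was the leading genus in each library, with 6.48% ± 0.950 (SD, n = 3) of all read pairs in gallbladder and 7.42% ± 1.64 (n = 5) in the other tissues (exact permutation test, p = 0.464). Since every gallbladder specimen had spent fewer days in formalin than every other specimen, tissue and storage time cannot be told apart.

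**Figure D1:**
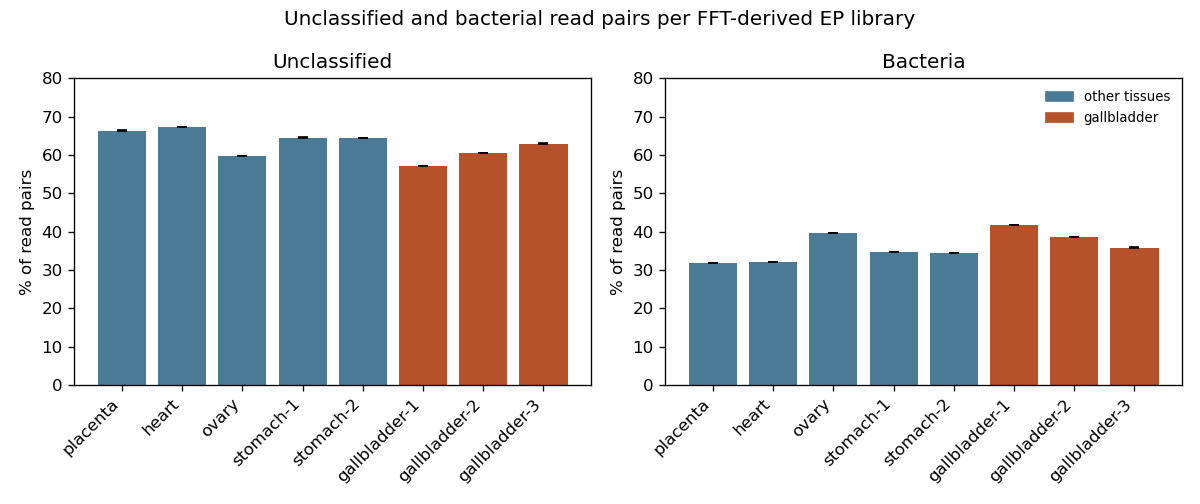
Percent of read pairs that were unclassified (left) or assigned to Bacteria (right) in each of the 8 libraries, with bars for single libraries and error bars for exact 95% binomial intervals. Gallbladder-1 has the lowest unclassified share (57.2%) and heart the highest (67.2%).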

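Heart had the highest share of unclassified read pairs, 67.23% (95% exact interval 67.22% to 67.25%), followed by placenta at 66.39% (66.37% to 66.42%). The stomach libraries came next, with 64.48% (64.46% to 64.51%) in stomach-2 and 64.54% (64.51% to 64.58%) in stomach-1. In heart, 22.4% of the classified read pairs were from Collinsella and 7.83% from Mailhella, a genus of the sulfate-reducing Desulfovibrionaceae. In stomach-2 these genera held 25.5% and 7.05%. Heart is a single library, and no test of heart or stomach against the rest was made.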

Artifacts refer specifically to adapter dimers and very short inserts that were removed during preprocessing. Non-artifact, which are reads that passed adapter trimming and length filtering criteria were analyzed. 

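The library totals of the deposited table equal the high quality read pairs of Table 3 in 8 of 8 libraries, so the counts used here come before the removal of adapter dimers and very short inserts. That step cannot be repeated from the counts. The classified read pairs numbered 4239538 in placenta, 11285509 in heart, 7479742 in ovary, 2430885 in stomach-1, 4907674 in stomach-2 and 44723097 in gallbladder-1. These are 119% (ovary) to 150% (stomach-2) of the non-artifact read pairs that the paper gives for the same 6 libraries. Artifact read pairs are therefore among those with a taxon here, at least 1131322 of them in placenta and 7349280 in gallbladder-1. For gallbladder-2 and gallbladder-3, the unclassified counts of the table equal those of Table 3.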

The observation of 100% non-artifact reads in gallbladder-2 and gallbladder-3 reflects that, after preprocessing, all retained reads in these samples passed filtering thresholds and no adapter-dimer or ultra-short contaminant sequences were detected. This does not imply a biological absence of variation, but rather complete removal of technical artifacts during preprocessing for those specific libraries.

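Species with at least 1 read pair numbered 2588 in gallbladder-1, 1735 in ovary, 1631 in gallbladder-2, 1544 in heart, 1327 in placenta, 1132 in stomach-2, 1114 in stomach-1 and 962 in gallbladder-3. Genera numbered 983, 843, 821, 794, 729, 661, 660 and 588 in the same order. From 40.8% (gallbladder-1) to 45.2% (placenta) of a library's species had under 10 read pairs in it. The deepest library thus had the most species and the shallowest the fewest, but ovary exceeded heart at fewer read pairs. Gallbladder-1 reached 24 phyla and 33 classes, as did placenta, heart, ovary, stomach-2 and gallbladder-2. Stomach-1 lacked 1 phylum and 2 classes of these, and gallbladder-3 1 phylum and 1 class.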

The highest number of microbial species identified in FFT-derived EPs was observed in the following order: gallbladder-1 > ovary > gallbladder-2 > heart (Table 4). These findings highlight substantial variability in microbial representation across tissues and underscore the influence of fixation, storage conditions, and tissue-specific factors on the detectability and classification of microbial sequences in FFT-derived EPs.

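To compare the libraries at equal depth, the read pairs assigned to species were thinned at random to 970083, the number in gallbladder-3, in 20 draws. Gallbladder-1 then had 1364 ± 11.8 species (SD over draws), ovary 1363 ± 14.0, gallbladder-2 1187 ± 9.48, placenta 1110 ± 10.9, heart 1054 ± 11.4, stomach-1 1038 ± 8.35, gallbladder-3 962 and stomach-2 935 ± 12.1. At equal depth, gallbladder-1 and ovary differed by less than the spread of the draws, and placenta stood above heart. The most common species were shared, with Collinsella species MGYG000002130 and Mailhella species MGYG000003918 leading all 8 libraries. From the differences in numbers of taxa, the paper states that microbial representation varied substantially between tissues. It adds that fixation, storage conditions and tissue-specific factors influence how microbial sequences are detected and classified. Depth differed between the libraries as well, and storage time with tissue, so the counts do not separate these factors.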

We identified the top 100 and top 30 microbial sequences associated with FFT-derived EPs (Figure 3A,B). 

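Summed over the 8 libraries, the species with the most read pairs was MGYG000002130 of the genus Collinsella, with 10768701 read pairs or 12.6% of the classified ones. It was followed by MGYG000003918 of Mailhella with 6.51%. Achromobacter xylosoxidans, a water and soil bacterium, held 1.78%, CAG-110 sp900769835, an uncultured member of the Oscillospiraceae, 1.56%, Paenibacillus lactis, a spore former, 1.50%, Salinicola tamaricis, a salt-tolerant species, 1.50%, and Pseudomonas aeruginosa 0.964%. A species of the methane-producing Methanobrevibacter_A, MGYG000003541, was the tenth in order with 0.818%. The 30 species with the most read pairs were found in all 8 libraries and held 38.4% of the classified read pairs. Within Collinsella, MGYG000002130 made up 75.8% (gallbladder-1) to 81.0% (placenta) of the read pairs of the genus. Achromobacter xylosoxidans ranged from 0.00457% of all read pairs in heart to 1.38% in gallbladder-1. The order follows gallbladder-1, and without it, a setting chosen after seeing the data, 22 of the 30 stayed among the 30. The 8 others include Achromobacter xylosoxidans (then at place 43), CAG-110 sp900769835 (58) and Pseudomonas aeruginosa (78), while the Collinsella, Mailhella, Paenibacillus and Salinicola species took the first 4 places.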

Among the top 30 taxa, *Firmicutes bacterium* and *Clostridiaceae bacterium* were consistently represented (Figure 3B). 

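Of the 30 species with the most read pairs, 12 belonged to the phyla named Firmicutes and 0 to the Clostridiaceae. The Firmicutes species include Paenibacillus lactis, CAG-110 sp900769835 and MGYG000003578 of the Lachnospiraceae, which held 0.598% of the classified read pairs. As a phylum, Firmicutes_A held 6.50% (heart) to 13.3% (ovary) of all read pairs. Clostridiaceae, a family of anaerobic spore formers, held 0.125% (gallbladder-1) to 3.74% (ovary). Its largest genera in ovary were Clostridium_G, with 0.990% of the classified read pairs, and Clostridium_J, with 0.641%. The 30 species labels of Fig. 3B all belong to CAG-110 and are those that stand at the top of the deposited table. Of these 30 species, 1 is among the 30 with the most read pairs, and 22 have under 100 read pairs in all libraries together.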

We also examined the top 10 microbial sequences for each sample (Figure 4A–H). 

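At any rank below Bacteria, 7 taxa stood among the 10 with the most read pairs in each of the 8 libraries. These were Firmicutes_A, its class Clostridia, Actinobacteriota and, within the latter, Coriobacteriia, Coriobacteriales, Coriobacteriaceae and Collinsella. Actinobacteriota led heart (7.66% of all read pairs), stomach-1 (9.42%), stomach-2 (9.43%), gallbladder-2 (7.79%) and gallbladder-3 (7.05%), and almost all of it was Collinsella. Firmicutes_A led placenta (8.38%) and ovary (13.3%). Proteobacteria led gallbladder-1 (9.63%), where Gammaproteobacteria (8.52%) and Burkholderiales (5.29%) were also among the 10. Desulfobacterota, the phylum of Mailhella, was among the 10 in heart (2.57%), stomach-2 (2.50%) and gallbladder-2 (3.39%). Ranks are nested in each other, so 10 taxa of this kind cover few separate lineages.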

*Bacillati* and *Pseudomonadota* were present in all samples except gallbladder-2 and gallbladder-3 (Figure 4G,H). Similarly, *Clostridia* and *Clostridiaceae* were detected in all samples except the gallbladder tissues, whereas *Comamonadaceae* sequences were uniquely enriched in the gallbladder samples (Figure 4F–H). These patterns highlight both shared microbial signatures across FFT-derived EPs and tissue-specific microbial enrichment.

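The taxonomy of the deposited table has no kingdom rank, so Bacillati has no count in it. Proteobacteria, the older name of Pseudomonadota, was present in 8 of 8 libraries. It held 2.14% of all read pairs in placenta, 1.71% in heart, 2.00% in ovary, 2.55% in stomach-1 and 1.73% in stomach-2, against 9.63%, 3.95% and 3.86% in gallbladder-1, gallbladder-2 and gallbladder-3. The mean was 5.82% ± 3.30 (SD, n = 3) in gallbladder and 2.03% ± 0.344 (n = 5) in the other tissues (exact permutation test, p = 0.0357, adjusted p = 0.121 over 17 taxa), a difference of 3.79 percentage points that is 1.88 without gallbladder-1. The phyla into which this taxonomy divides Bacillota include Firmicutes_A, with 7.17% ± 0.379 in gallbladder and 8.44% ± 2.80 in the other tissues (exact permutation test, p = 0.571). Of the 26 taxa that the paper names, 16 have an entry under that name and 10 have none, among them Comamonadaceae, for which a list of genera was tested as the 17th.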

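Clostridia held 5.85%, 6.56% and 5.39% of all read pairs in gallbladder-1, gallbladder-2 and gallbladder-3. In placenta, heart, ovary, stomach-1 and stomach-2 they held 7.28%, 4.93%, 10.9%, 5.92% and 5.10%. The means of 5.93% ± 0.590 (SD, n = 3) and 6.82% ± 2.45 (n = 5) did not differ by an exact permutation test (p = 0.750), and the sign of the difference turns without ovary. These counts precede artifact removal. In Table S1, after that step and under NCBI names, Clostridia held 0.158% of gallbladder-1, against 1.12% (heart) to 4.84% (ovary) in the other tissues. Clostridiaceae were present in all 3 gallbladder libraries, at 0.125%, 1.11% and 0.223%, a mean of 0.486% ± 0.543 against 1.69% ± 1.34 in the other tissues (exact permutation test, p = 0.179). The table has no family named Comamonadaceae, and a list of its genera, made after the taxonomy of the table was seen, found Comamonas and Acidovorax. Together they held 0.832%, 0.0906% and 0.126% of gallbladder-1, gallbladder-2 and gallbladder-3 and 0.00422% (heart) to 0.0432% (stomach-1) of the other libraries. All 3 gallbladder libraries lay above all others, as they did for Burkholderiales (2.80% ± 2.22 against 0.433% ± 0.115), Gammaproteobacteria (4.94% ± 3.11 against 1.34% ± 0.173) and Desulfobacterota (3.03% ± 0.313 against 2.08% ± 0.517). For each of these taxa p = 0.0357 by the exact permutation test, the smallest it can give, and 0.121 after adjustment, so that 0 of 17 taxa passed at 0.05 and 5 did without adjustment. Passing after adjustment would have needed most of the 17 to separate fully, so this result does not speak against a difference. Proteobacteria, Gammaproteobacteria, Burkholderiales and the Comamonadaceae genera are nested, so the 5 are not separate results. Without gallbladder-1 the differences, from 2.37, 3.60 and 0.336 percentage points, were 1.13 for Burkholderiales, 1.81 for Gammaproteobacteria and 0.0943 for the Comamonadaceae genera. Over the classified read pairs Desulfobacterota did not separate the groups (exact permutation test, p = 0.179), with 6.68% in gallbladder-1 and 7.85% in heart. Table S1 has the family Comamonadaceae, which held 0.707% of gallbladder-1 there, against 0.0106% (placenta) to 0.0552% (stomach-1) in the other tissues. Burkholderiales held 3.75% of gallbladder-1 in Table S1, against 0.0805% (stomach-2) to 0.480% (stomach-1). The reports of gallbladder-2 and gallbladder-3 in Table S1 were not used.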

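Of 596 genera tested with edgeR, 49 were higher and 8 lower in the gallbladder libraries than in the other tissues at an adjusted p under 0.05. Mixta, a genus of the Enterobacteriaceae, had 3000, 63 and 35 read pairs in the gallbladder libraries and 0 in the 5 others, which makes its share of the classified read pairs at least 49.7-fold higher than the limit of 3 counts per library (at least 22.5-fold without gallbladder-1). Exiguobacterium_A, a bacterium of soil and water, rose by a log2 fold change of 7.18 (standard error 1.11, adjusted p = 0.00243 from edgeR). Morganella, an enteric genus, had a log2 fold change of 6.80 (1.11, adjusted p = 0.00269), Desulfovibrio, a sulfate reducer, one of 6.51 (0.904, adjusted p = 0.00243), and Comamonas one of 6.38 (0.970, adjusted p = 0.00243). The oral genus Lancefieldella was also higher (6.88), as were Pelistega (5.90) and Azonexus (5.66) of the Burkholderiales, 28L (6.93) of the Negativicutes and the uncultured UBA733 (5.54) of the Bacilli. Among the leading genera of gallbladder-1, Achromobacter (4.91, adjusted p = 0.00243 from edgeR), Pseudomonas (4.53, adjusted p = 0.00243) and CAG-110 (1.94, adjusted p = 0.0373) were higher too. The lower genera were Emergencia (-4.37, standard error 0.705, adjusted p = 0.00269 from edgeR), Peptacetobacter (-4.32), CAG-465 (-2.54) and Intestinibacter (-2.08, adjusted p = 0.0147), with UMGS1933 (-5.47), NSJ-32 (-4.24), UBA5809 (-2.56) and SFMI01 (-2.35).

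DESeq2 gave 68 higher and 36 lower genera. Against the stomach libraries alone, 0 genera passed in edgeR (84 at an unadjusted p). The log2 fold changes there were larger for Morganella (7.83) and Lancefieldella (8.28), smaller for 28L (5.82), Comamonas (5.53), Exiguobacterium_A (6.51) and UBA733 (4.88), and nearer to those against all other tissues for Desulfovibrio (6.64), Pelistega (5.53), Azonexus (5.22), Achromobacter (4.41), Pseudomonas (4.29), CAG-110 (1.37) and Emergencia (-4.50). Without gallbladder-1, 25 genera were higher, all among the 49, and 2 lower, and without heart 32 and 4. The 2 were Emergencia and Fusobacterium_B. Genera lower numbered 4 without placenta and 3 without stomach-1, all among the 8, 13 without gallbladder-2 (6 among the 8) and 1, Emergencia, without gallbladder-3. With 1 library left out, the higher genera named so far from edgeR, other than CAG-110, passed in each setting in which they were tested (Mixta and 28L were not tested without a gallbladder library). Acidovorax and Caulobacter, given below, did not pass in each. CAG-110 did not pass without placenta, heart, ovary, stomach-1, gallbladder-1 (1.44, adjusted p = 0.231) or gallbladder-3. Without gallbladder-1 the log2 fold change was 5.00 for Comamonas, 5.78 for Exiguobacterium_A, 4.97 for Azonexus, 4.19 for Achromobacter and 3.77 for Pseudomonas, and without gallbladder-3 it was 5.59 for Desulfovibrio. Without ovary it was 8.71 for Lancefieldella and 8.42 for Morganella, without stomach-1 it was 7.93 for Exiguobacterium_A, 7.37 for Comamonas and 7.87 for 28L, and without heart it was 6.32 for 28L. Of the lower genera, only Emergencia passed without each library in turn. Without gallbladder-1 or gallbladder-3, UMGS1933 (-4.43 and -5.35), Intestinibacter (-1.75 and -1.90), Peptacetobacter (-3.91 and -4.13), NSJ-32 (-4.15 and -3.94), UBA5809 (-2.52 and -2.35), CAG-465 (-2.08 and -2.29) and SFMI01 (-1.92 and -2.77) did not pass. Peptacetobacter did not pass without placenta (-3.61) or stomach-1 (-4.24) either, and NSJ-32, UBA5809, CAG-465 and SFMI01 did not in 6 or 7 of 8 settings. Without gallbladder-2 the changes were larger for UMGS1933 (-7.29), Peptacetobacter (-5.19), CAG-465 (-3.75) and Intestinibacter (-2.79). From the shared leading taxa and the taxa that differed in gallbladder, the paper concludes that FFT-derived EPs hold both shared microbial signatures and tissue-specific enrichment.

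**Figure D2:**
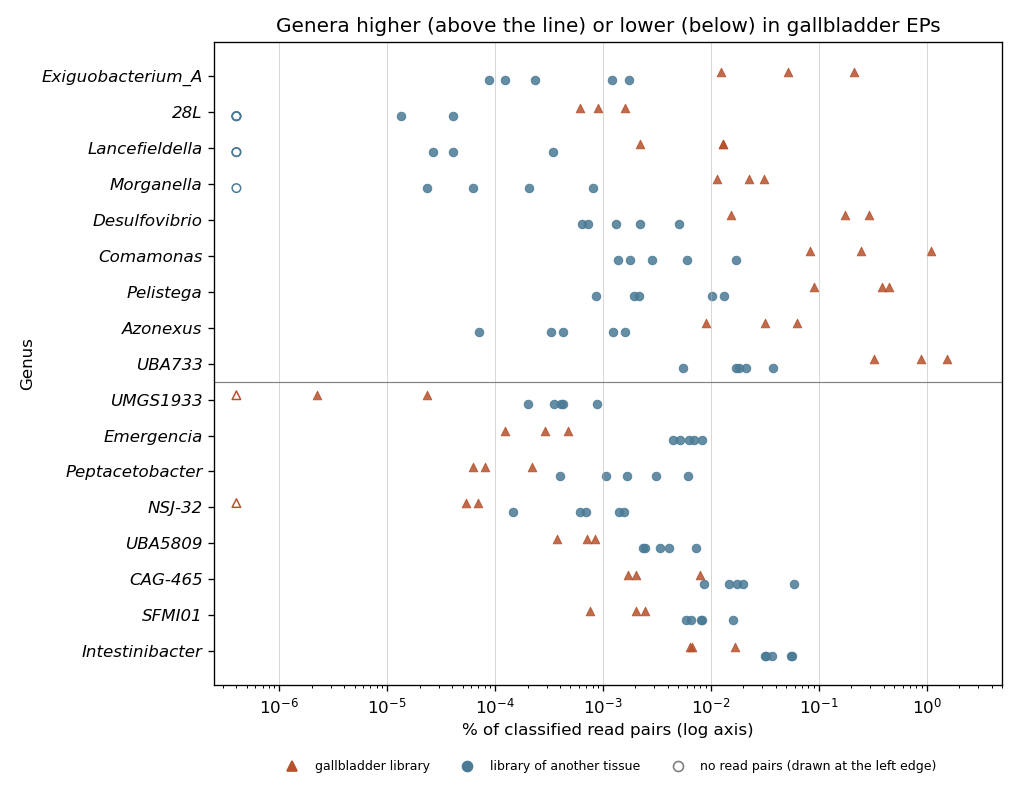
Share of the classified read pairs (log axis) of genera higher or lower in gallbladder, with 1 point per library, triangles for the 3 gallbladder libraries and circles for the 5 others. Shown are the genera with the largest fold changes among those chosen because the groups do not overlap, Mixta left out.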

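Grouped by lists of genera, the reagent and water genera, which live in water and soil and are known from laboratory reagents, had 4 of 15 tested members higher in gallbladder and 0 lower by edgeR (6 higher and 3 lower when adjusted over the list alone, 5 and 2 by DESeq2). The 4 were Comamonas, Acidovorax (log2 fold change 3.36), Pseudomonas and Caulobacter (3.63), and the 3 lower over the list alone were Stenotrophomonas, Xanthomonas_B and Bradyrhizobium. Without gallbladder-1, Acidovorax (1.93, adjusted p = 0.270 from edgeR) and Caulobacter (1.73, adjusted p = 0.301) did not pass, nor did either against the stomach libraries alone (2.42 and 3.81) or Acidovorax without placenta (adjusted p = 0.0606) or heart (0.0633) and Caulobacter without heart (0.0765), while Acidovorax rose to 4.41 without stomach-1 and Caulobacter to 4.31 without ovary. As a share of the classified read pairs, the list held 3.17% ± 2.64 (SD, n = 3) in gallbladder and 1.86% ± 0.686 (n = 5) in the other tissues (exact permutation test, p = 0.500), and without gallbladder-1 the difference fell to -0.211 percentage points. Of 16 clostridia of putrefaction and collagenase production, 0 were higher and 1, Intestinibacter, was lower in edgeR (0 and 7 when adjusted over the list alone, 0 and 8 at an unadjusted p, 0 and 7 by DESeq2). Among the 7 were Clostridium and Clostridium_G, and the list held 0.349% ± 0.306 against 1.32% ± 0.736 (exact permutation test, p = 0.0714). Enteric and bile genera held 0.0662% ± 0.0329 against 0.0217% ± 0.00318 (exact permutation test, p = 0.0357, adjusted p = 0.25 over 7 lists; a difference of 0.0446 points that is 0.0265 without gallbladder-1), with Morganella higher and 7 of 8 members not past the test in edgeR (3 higher at an unadjusted p, and Morganella and Citrobacter_A by DESeq2). Serratia, the most abundant of them, had 0.0564%, 0.0191% and 0.0332% in the gallbladder libraries and 0.0132% (stomach-1) to 0.0207% (stomach-2) in the others.

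The other lists had few or no members past the test. Of 35 gut anaerobes, 0 were higher or lower in edgeR (2 and 3 at an unadjusted p), while DESeq2 gave 0 higher and 3 lower (Ruminococcus_C, Mediterraneibacter_A and Barnesiella). The list held 18.9% ± 3.15 in gallbladder and 23.5% ± 5.23 in the other tissues (exact permutation test, p = 0.179), most of it Collinsella. Of 21 oral and upper gastrointestinal genera, Lancefieldella was higher and 0 were lower in edgeR (3 and 1 at an unadjusted p), and DESeq2 added Fusobacterium_B as lower. The list held 2.02% ± 0.0294 against 2.26% ± 0.654 (exact permutation test, p = 0.821). Porphyromonas, an oral anaerobe, reached 2.48% in ovary. Of 10 skin genera, 0 passed in edgeR and 1 in each direction by DESeq2 and at an unadjusted p (Peptoniphilus_E and Peptoniphilus_C), with 0.350% ± 0.169 against 0.210% ± 0.0732 (exact permutation test, p = 0.179). Of 3 reproductive tract genera with enough counts, 0 passed in edgeR, at an unadjusted p or in DESeq2, and the list held 0.00755% ± 0.00215 against 0.00457% ± 0.00364 (exact permutation test, p = 0.286). Adjusted over the list alone, the counts of the oral and the enteric lists stayed at 1 higher and 0 lower, and those of the gut, skin and reproductive lists at 0.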

Venn analyses identified shared and unique microbial elements across FFT-derived EP datasets (Figure 5A–D). 

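Among the 10 taxa with the most read pairs at any rank below the domain, placenta, ovary and heart had 8 in common. They were Firmicutes_A, Clostridia, Actinobacteriota, Coriobacteriia, Coriobacteriales, Coriobacteriaceae, Collinsella and the Collinsella species MGYG000002130. MGYG000002130 alone held 5.10% of all read pairs in placenta, 5.92% in heart and 4.34% in ovary. In heart, Desulfobacterota and Desulfovibrionia took the places that Clostridiales took in the 2 other tissues, together with Oscillospirales in placenta and Clostridiaceae in ovary. Clostridiales, the order of the Clostridiaceae, held 2.29% in placenta and 3.74% in ovary but 0.555% in heart. The lists come from 1 library per tissue, so a shared taxon has no replicate behind it.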

Eight taxa—*Bacillati*, *Bacillota*, *Clostridia*, *Clostridiaceae*, *Eubacteriales*, *Hathewaya*, *Pseudomonadati*, and *Pseudomonadota*—were common to the placenta, ovary, and heart (Figure 5A). Nine taxa—*Bacillati*, *Bacillota*, *Clostridia*, *Clostridiaceae*, *Eubacteriales*, *Hathewaya*, *Hathewaya histolytica*, *Pseudomonadati*, and *Pseudomonadota*—were shared between the two reproductive tissues, the placenta and ovary (Figure 5B). 

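Placenta and ovary had 9 of 10 leading taxa in common, the 8 of placenta, ovary and heart plus Clostridiales. Placenta alone listed Oscillospirales (2.64% of all read pairs). Ovary alone listed Clostridiaceae, which in placenta had the same 288835 read pairs as Clostridiales, the tenth taxon, ties being settled by the higher rank. Oscillospirales held more in ovary (3.15%) than in placenta all the same. Below these ranks the tissues differed, with Agathobaculum at 1.56% and Stenotrophomonas at 1.23% of the classified read pairs in placenta against 0.203% and 0.373% in ovary. Hathewaya, a genus of proteolytic clostridia, has no entry in the taxonomy of the deposited table.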

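The 2 stomach libraries had 8 of their 10 leading taxa in common, which were Actinobacteriota, Coriobacteriia, Coriobacteriales, Coriobacteriaceae, Collinsella, Firmicutes_A, MGYG000002130 and Clostridia. Collinsella held 9.04% of all read pairs in both. Stomach-1 also listed Proteobacteria and Oscillospirales (2.43%), and stomach-2 Desulfobacterota and Desulfovibrionia. Alphaproteobacteria held 1.09% in stomach-1 and 0.624% in stomach-2, below the 10 leading taxa in both. Sphingomonas, an alphaproteobacterium of water, was the fifth genus of stomach-1 with 1.14% of the classified read pairs, and HGM11507, an uncultured Firmicutes genus, held 1.46% and 1.29% in stomach-1 and stomach-2.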

In the stomach samples, all 10 taxa—*Alphaproteobacteria*, *Bacillati*, *Bacillota*, *Clostridia*, *Clostridiaceae*, *Eubacteriales*, *Hathewaya*, *Hathewaya histolytica*, *Pseudomonadati*, and *Pseudomonadota*—were common to both stomach tissues (Figure 5C). 

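Gallbladder-1 and gallbladder-3 had 9 of their 10 leading taxa in common, namely Proteobacteria, Gammaproteobacteria, Firmicutes_A, Actinobacteriota, Clostridia, Coriobacteriia, Coriobacteriales, Coriobacteriaceae and Collinsella. Gammaproteobacteria held 3.34% of all read pairs in gallbladder-3 and 2.96% in gallbladder-2, where it was not among the 10. Gallbladder-2 and gallbladder-3 also had 9 in common, with MGYG000002130 in place of Gammaproteobacteria. At the genus rank, gallbladder-1 and gallbladder-3 had 8 of 10 in common, among them Achromobacter (3.22% and 1.52% of the classified read pairs) and CAG-110 (2.99% and 1.87%). Gallbladder-2 had 0.419% of Achromobacter and 0.509% of CAG-110, and the third genus of that library was Salinicola with 3.45%.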

In the gallbladder datasets, one taxon (*Gammaproteobacteria*) was shared between gallbladder-1 and gallbladder-3, whereas nine taxa (*Actinobacteriota*, *Clostridia*, *Collinsella*, *Coriobacteriaceae*, *Coriobacteriales*, *Coriobacteriia*, *Firmicutes A*, *MGYG000002130*, and *Proteobacteria*) were shared between gallbladder-2 and gallbladder-3. Notably, no taxa were common between gallbladder-1 and gallbladder-2 (Figure 5D).

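Gallbladder-1 and gallbladder-2 had 8 of 10 leading taxa in common, the same 8 that all 3 gallbladder libraries listed. These were Proteobacteria, Firmicutes_A, Actinobacteriota, Clostridia, Coriobacteriia, Coriobacteriales, Coriobacteriaceae and Collinsella. Burkholderiales were among the 10 in gallbladder-1 only, with 1.02% of all read pairs in gallbladder-2 and 2.10% in gallbladder-3. At the genus rank, gallbladder-1 and gallbladder-2 had 4 of 10 in common, Collinsella, Mailhella, Salinicola and Paenibacillus. The genera listed for gallbladder-1 and not for gallbladder-2 were Achromobacter, CAG-110, Pseudomonas, RC9, UBA733 and Comamonas. Pseudomonas held 1.75% of the classified read pairs in gallbladder-1 and 0.214% in gallbladder-2, and RC9 1.64% and 0.566%. In the paper's Table 2, gallbladder-1 has NCBI names and gallbladder-2 and gallbladder-3 have UHGG names. Overlaps by name between gallbladder-1 and these libraries there are therefore not of like lists.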

## 4. Discussion

The primary goal of this study was to determine whether extracellular particles (EPs) can be isolated from leftover discarded formalin-fixed tissues (FFT) and to characterize the cargo composition of FFT-derived EPs to assess their potential utility for clinical or research applications. At the time of EP isolation, tissues had been stored in 10% neutral buffered formalin at room temperature for 83–196 days. We demonstrate for the first time that EPs are present in leftover discarded FFT and that RNA can be recovered from these EPs. However, RNA-Seq analysis revealed that formalin fixation and prolonged room-temperature storage resulted in RNA profiles dominated by unclassified and microbial sequences. Reads that did not map to any region of the human genome were categorized as unclassified and accounted for approximately 81% unclassified total RNA reads and 18.5% of bacterial RNA reads across tissues.

Sequencing analysis of FFT-derived EPs provides an opportunity to interrogate archived specimens that are otherwise inaccessible for molecular studies. Although our samples originated from different tissue types, the overall profiles of enriched RNAs and microbial sequences were broadly similar. 

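The genus profiles of the 28 pairs of libraries had a median Bray-Curtis dissimilarity of 0.237, on a scale from 0 for identical shares to 1 for no shared genus. The stomach pair was closest (0.0841), followed by heart and stomach-2 (0.0906). Placenta and gallbladder-1 were farthest apart (0.386). The median was 0.205 within gallbladder (3 pairs), 0.200 among the other tissues (10 pairs) and 0.252 between gallbladder and the other tissues (15 pairs). Gallbladder-1 was nearest to gallbladder-3 (0.205), yet gallbladder-2 was nearer to heart (0.175) than to gallbladder-3 (0.193) or gallbladder-1 (0.312). Collinsella, Mailhella, Paenibacillus and Salinicola were among the 10 leading genera of all 8 libraries, and Spearman's rho across 842 genera had a median of 0.874 (0.741 to 0.918), genera not being independent replicates. Without Collinsella and Mailhella, a setting chosen after seeing the data, the median dissimilarity was 0.305 and the highest 0.497. The counts used here precede artifact removal. In Table 2 and Table S1, the paper's profiles of placenta, heart, ovary, stomach and gallbladder-1 follow that step and use NCBI names. In Table S1, Coriobacteriia, the class of Collinsella, had 27 (stomach-1) to 700 (ovary) read pairs. The paper states that microbial sequences were broadly similar across its tissue types. The dissimilarities here do not test the profiles of those libraries in Table 2 and Table S1. The species labels of Fig. 3B and the numbers of genera to phyla in Table 4 go with the deposited counts instead.

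**Figure D3:**
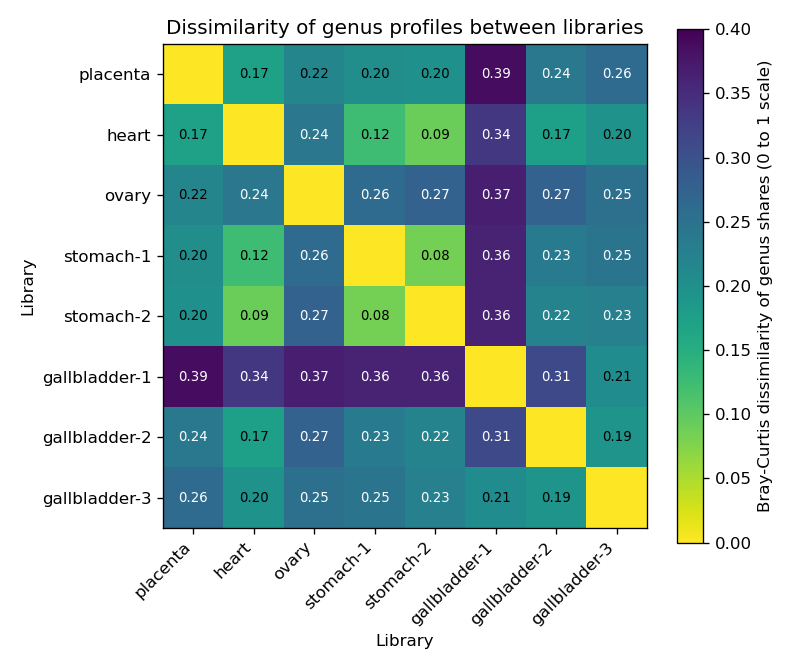
Bray-Curtis dissimilarity of genus shares for each pair of the 8 libraries, from yellow (0) to dark (0.40). The pairs of gallbladder-1 with the 5 libraries of other tissues are the darkest, gallbladder-1 and gallbladder-3 (0.205) are closer, and the stomach pair (0.0841) is the lightest.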

While little is known about microbial communities that may inhabit leftover discarded FFT, our findings offer rare insight into microbial signatures associated with such specimens. We identified microbial sequences mapping to both known and unknown taxa, with unclassified reads comprising 91% (Placenta), 95% (Heart), 87% (Ovary), 92% (Stomach-1), 96% (Stomach-2), 88% (Gallbladder-1), 60% (Gallbladder-2), and 63% (Gallbladder-3). In contrast, bacterial sequences represented 9%, 4%, 12%, 8%, 4%, 12%, 39%, and 36% of reads in the same tissues, respectively.

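Bacteria held 31.8% of all read pairs in placenta, 32.0% in heart, 39.5% in ovary, 34.6% in stomach-1, 34.5% in stomach-2, 41.8% in gallbladder-1, 38.7% in gallbladder-2 and 35.8% in gallbladder-3. The means were 38.8% ± 2.98 (SD, n = 3) in gallbladder and 34.5% ± 3.13 (n = 5) in the other tissues. The difference of 4.29 percentage points did not pass the exact permutation test (two-sided p = 0.107). Ovary, with its Firmicutes_A, lay above gallbladder-2 and gallbladder-3. Mailhella held 1.40% (ovary) to 3.39% (gallbladder-2) of all read pairs, and Methanobacteriota, a phylum of archaea, 0.153% (ovary) to 0.443% (gallbladder-2).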

It is not unexpected that most sequences recovered from FFT-derived EPs were unclassified, given that the Earth is estimated to contain 10^11^–10^12^ microbial species, of which 99.999% remain undiscovered [55]. Whether the sequences identified here represent true microbial elements or fixation-induced artifacts remains unclear, especially given the absence of process and reagent controls. Formalin is known to introduce sequence artifacts in next-generation sequencing (NGS) datasets, and some unclassified reads may reflect such effects.

Although formaldehyde-mediated cross-linking begins immediately upon exposure, the timing and extent of its impact on RNA integrity remain poorly understood. Our study shows that leftover discarded FFT can provide large volumes of biospecimens for EP isolation; however, it remains uncertain whether host genomic information can be reliably obtained from FFT-derived EPs or whether microbial sequences detected in these samples reflect biological reality or fixation-related artifacts.

## 5. Conclusions

Our results suggest that leftover discarded FFTs contain extracellular particles (EPs) from which RNA can be recovered and subjected to RNA-Seq analysis. However, the majority of RNAs isolated from available FFT-derived EPs were unclassified and therefore did not yield comprehensive or interpretable transcriptomic information. This limitation underscores the need for access to properly collected, flash-frozen, or otherwise well-preserved specimens to ensure RNA integrity and analytical rigor. These findings highlight the importance of establishing institutional or multi-departmental biobanking infrastructure capable of prospectively gathering, annotating, and storing sufficient high-quality samples to support robust EP and exRNA studies. Of note, this study has some limitations. One fixation method from a single institution was examined and the conditions of specimen collection/processing were not evaluated; there was an absence of reagent control and small sample sizes. These limitations should be considered while interpreting the findings of this study.

## Figures and Tables

**Figure 1:**
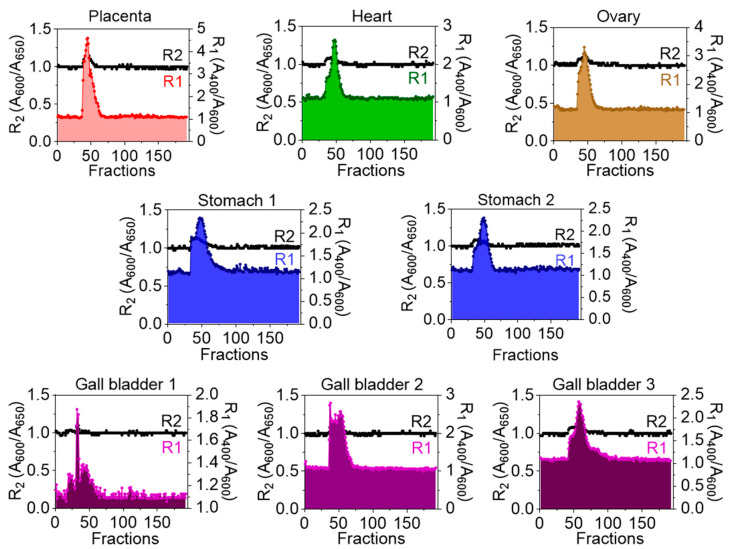
UV–Vis spectroscopy analysis of PPLC analytes from FFT-derived extracellular particles (EPs): Graph depicts the R1 and R2 absorbance ratios for each FFT-derived EP sample, where R1 = A400/A600 (right axis) and R2 = A600/A650 (left axis). These ratios reflect relative contributions of particle size, composition, and optical density within PPLC-resolved analytes.

**Figure 2:**
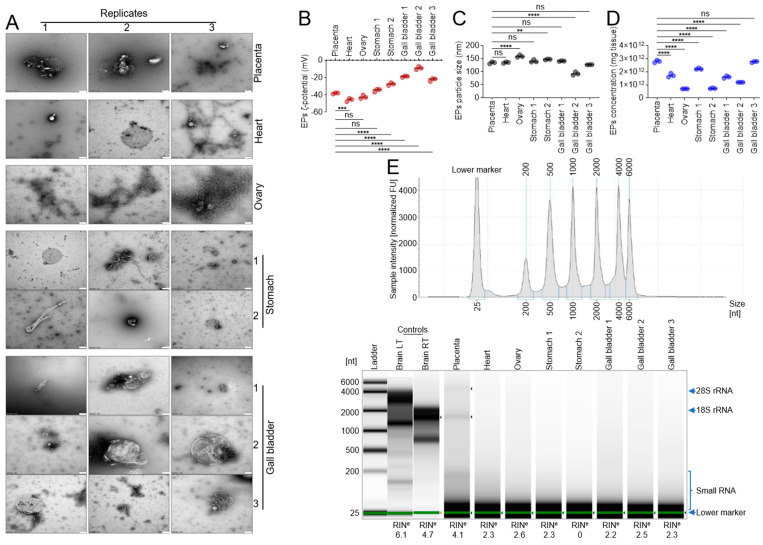
Physicochemical characterization of FFT-derived extracellular particles (EPs): (**A**) Representative transmission electron microscopy (TEM) image of FFT-derived EPs. (**B**) Zeta (ζ)-potential (mV) of FFT-derived EPs measured by nanoparticle tracking analysis (NTA; ZetaView). (**C**) Size distribution (nm) of FFT-derived EPs measured by NTA (ZetaView). (**D**) EP concentration normalized to tissue mass (mg tissue) measured by NTA (ZetaView). (**E**) Agilent RNA ScreenTape assay (Agilent 4200 TapeStation) showing the electronic ladder (top) and gel image with corresponding RINe values displayed below each lane (bottom). Scale bar (unclear text left bottom of each image) in panel (**A**) = 200 nm. Error bars represent the standard error of the mean (SEM) for panels (**B**–**D**). Statistical significance was determined by ordinary one-way ANOVA with Šídák’s multiple comparisons test. **** *p* < 0.0001, *** *p* < 0.0005, ** *p* < 0.01, ns = not significant.

**Figure 3:**
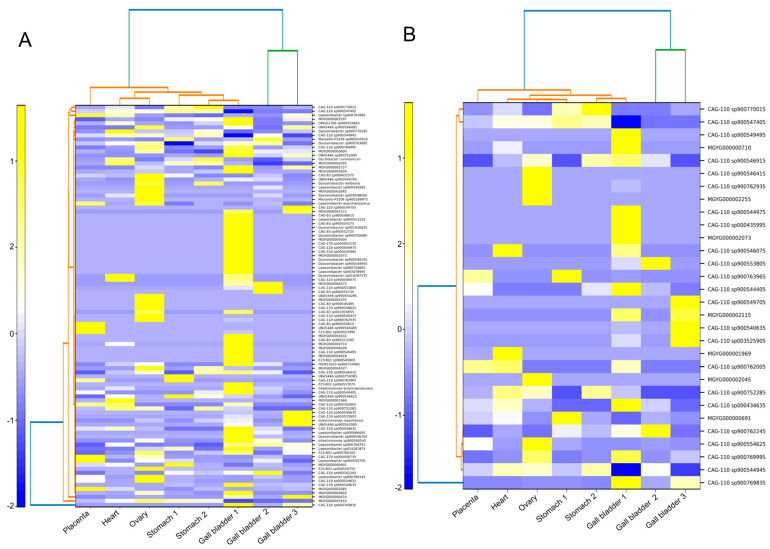
Relative abundance of microbial taxa detected in FFTderived EPs. (**A**) Heatmap showing the relative abundance of the top 100 most abundant microbial taxa across all FFT-derived EP samples. (**B**) Heatmap showing the relative abundance of the top 30 most abundant microbial taxa across the same samples.

**Figure 4:**
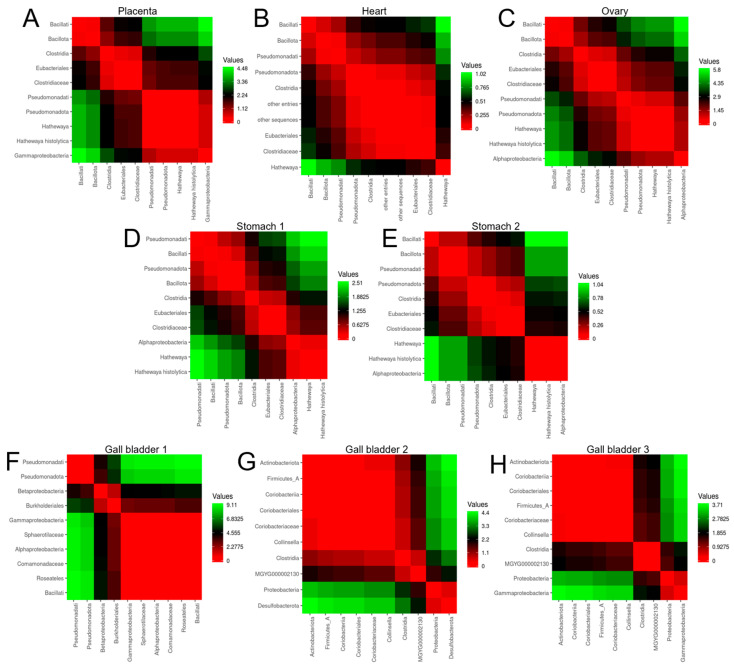
Relative abundance of the top 10 microbial taxa within each FFT-derived EP sample. (**A**–**H**) Heatmap showing the relative abundance of the top 10 most abundant microbial taxa identified within each FFT-derived EP sample. (**A**) Placenta, (**B**) Heart, (**C**) Ovary, (**D**,**E**) Stomach, (**F**–**H**) Gall bladder. Each column represents an individual FFT-derived EP preparation, and each row represents one of the top 10 taxa enriched in that sample.

**Figure 5:**
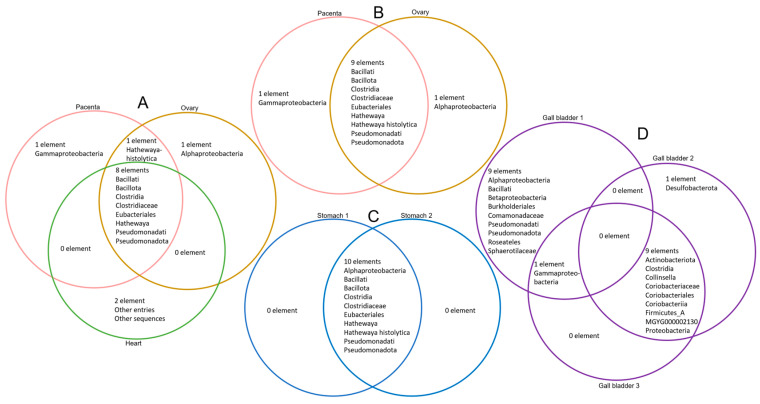
Shared and unique microbial taxa among FFT-derived EP samples. Venn diagram illustrating the overlap of the top 10 most abundant microbial taxa across FFT-derived EP samples, highlighting microbial elements that are common or unique to each sample. (**A**) Placenta versus Ovary versus Heart, (**B**) Placenta versus Ovary, (**C**) Stomach 1 versus Stomach 2, (**D**) Gall bladder 1 versus Gall bladder 2 versus gall bladder 3.

**Table 1:** Characteristics of the tissues used for isolation of EPs.

Surgical Specimen	Tissue Description	Number of Days in Formalin	Weight of Tissue Used for Isolation of EPs (mg)	EVs Protein Concentration (µg/µL)	NVEPs Protein Concentration (µg/µL)
Placenta	A portion of placenta	166	508	6.66	0.07
Heart	A mass near the left ventricular apex	196	478	2.38	0.06
Ovary	A large solid nodule	194	514	3.31	0.41
Stomach-1	A portion of stomach	167	495	1.79	0.05
Stomach-2	A portion of stomach	167	490	1.25	0.09
Gall bladder-1	Half of Polypoid nodule	83	521	0.45	0.02
Gall bladder-2	A portion of gall bladder	83	512	3.85	0.26
Gall bladder-3	A portion of gall bladder	83	478	1.69	0.12

**Table 2:** Small RNASeq data showing microbial enrichment in EPs isolated from FFT.

Placenta EPs		Heart EPs		Ovary EPs		Stomach-1 EPs		Stomach-2 EPs		Gall Bladder-1 EPs		Gall Bladder-2 EPs		Gall Bladder-3 EPs	
% of Reads Covered by the Clade Rooted at This Taxon	Scientific Name	% of Reads Covered by the Clade Rooted at This Taxon	Scientific Name	% of Reads Covered by the Clade Rooted at This Taxon	Scientific Name	% of Reads Covered by the Clade Rooted at This Taxon	Scientific Name	% of Reads Covered by the Clade Rooted at This Taxon	Scientific Name	% of Reads Covered by the Clade Rooted at This Taxon	Scientific Name	% of Reads Covered by the Clade Rooted at This Taxon	Scientific Name	% of Reads Covered by the Clade Rooted at This Taxon	Scientific Name
90.51	Unclassified	95.21	Unclassified	87.39	Unclassified	91.58	Unclassified	95.95	Unclassified	88.27	Unclassified	60.43	Unclassified	62.96	Unclassified
9.49	Root	4.79	Root	12.61	Root	8.42	Root	4.05	Root	11.73	Root	39.57	Root	37.04	Root
9.04	Cellular organisms	3.71	Cellular organisms	12.37	Cellular organisms	8.1	Cellular organisms	3.68	Cellular organisms	11.69	Cellular organisms	38.7	Bacteria	35.84	Bacteria
8.97	Bacteria	3.65	Bacteria	12.28	Bacteria	7.97	Bacteria	3.61	Bacteria	11.58	Bacteria	7.79	*Actinobacteriota*	7.05	*Actinobacteriota*
5.15	*Bacillati*	1.59	*Bacillati*	6.68	*Bacillati*	3.56	*Pseudomonadati*	1.58	*Bacillati*	9.57	*Pseudomonadati*	7.57	*Firmicutes_A*	6.93	*Coriobacteriia*
4.79	*Bacillota*	1.44	*Bacillota*	6.19	*Bacillota*	3.32	*Bacillati*	1.39	*Bacillota*	9.09	*Pseudomonadota*	7.51	*Coriobacteriia*	6.93	*Coriobacteriales*
3.54	*Clostridia*	1.35	*Pseudomonadati*	4.84	*Clostridia*	3.08	*Pseudomonadota*	1.39	*Pseudomonadati*	5.51	*Betaproteobacteria*	7.51	*Coriobacteriales*	6.82	*Firmicutes_A*
3.06	*Eubacteriales*	1.18	*Pseudomonadota*	4.13	*Eubacteriales*	2.94	*Bacillota*	1.21	*Pseudomonadota*	3.75	*Burkholderiales*	7.31	*Coriobacteriaceae*	6.69	*Coriobacteriaceae*
2.99	*Clostridiaceae*	1.12	*Clostridia*	4.01	*Clostridiaceae*	2.41	*Clostridia*	1.13	*Clostridia*	0.96	*Gammaproteobacteria*	7.31	*Collinsella*	6.69	*Collinsella*
1.6	*Pseudomonadati*	1.06	Other entries	2.9	*Pseudomonadati*	2	*Eubacteriales*	1.04	*Eubacteriales*	0.8	*Sphaerotilaceae*	6.56	*Clostridia*	5.39	*Clostridia*

**Table 3:** Microbial Reads associated with FFT-derived EPs.

Specimen	Mean High Quality Read Pairs	Non-Artifacts ^a^	Unclassified	Microbial Pairs
Placenta	12,615,237	3,108,216 (24.63%)	2,813,211 (90.5%)	295,005 (9.49%)
Heart	34,440,465	8,019,895 (23.29%)	7,636,071 (95.21%)	383,824 (4.79%)
Ovary	18,605,859	6,274,541 (33.73%)	5,483,537 (87.39%)	791,004 (12.61%)
Stomach-1	6,855,946	1,805,981 (26.34%)	1,653,863 (91.58%)	152,118 (8.42%)
Stomach-2	13,818,468	3,267,615 (23.64%)	3,135,430 (95.95%)	132,185 (4.05%)
Gall bladder-1	104,544,227	37,373,817 (35.75%)	32,988,688 (88.27%)	4,385,129 (11.73%)
Gall bladder-2	21,611,324	21,611,324 (100%)	13,060,112 (60.43%)	8,551,212 (39.57%)
Gall bladder-3	4,366,940	4,366,940 (100%)	2,749,485 (62.96%)	1,617,455 (37.04%)

^a^ Artifacts refer to Adapter dimers/very short inserts. The taxonomy has 6127 entries. There are 697,010 microbes in the database.

**Table 4:** Microbial diversity associated with FFT-derived EPs.

Level	Placenta	Heart	Ovary	Stomach-1	Stomach-2	Gall Bladder-1	Gall Bladder-2	Gall Bladder-3
Species	878	997	1087	769	772	1386	1031	691
Genus	729	794	843	660	661	983	821	588
Family	193	197	203	183	186	211	203	180
Order	87	86	89	83	85	89	88	84
Class	33	33	33	31	33	33	33	32
Phylum	24	24	24	23	24	24	24	23

## Data Availability

The original contributions presented in this study are included in the article/Supplementary Material. Further inquiries can be directed to the corresponding authors.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom16070993/s1, Table S1: SupplementalDataSet_All samples small RNASeq Data.

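Table S1 gives, for each library, a Kraken report with the percent and number of read pairs of each taxon and of all taxa below it. In the 6 reports used here, the names are those of the NCBI taxonomy, with Bacillota and Pseudomonadota, and not the UHGG names of the deposited table. Used here were the first 1999 of 3428 lines for placenta, 1999 of 4299 for heart, 1999 of 6118 for ovary, 1999 of 3228 for stomach-1, 1999 of 2823 for stomach-2 and 1507 of 10076 for gallbladder-1, while the reports of gallbladder-2 and gallbladder-3 were not used here. In Table S1, Coriobacteriia, the class of Collinsella, has 170 read pairs in placenta, 89 in heart, 700 in ovary, 27 in stomach-1, 50 in stomach-2 and 219 in gallbladder-1. In the deposited table it has 819417, 2582234, 1045590, 632325, 1284235 and 5933294. Clostridiaceae have 92991 read pairs in Table S1 and 288835 in the deposited table for placenta, and 44748 and 130404 for gallbladder-1. Hathewaya, to which the producer of bacterial collagenase belongs, has 42000 read pairs in placenta, 45699 in heart, 130014 in ovary, 19028 in stomach-1 and 17881 in stomach-2 in Table S1, while the lines used for gallbladder-1 hold none for it.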

How the deposited data were processed for this re-analysis (not part of the article)

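EP-associated RNA of 8 formalin-fixed specimens was sequenced as paired-end small RNA libraries, 1 each for placenta, heart and ovary, 2 for stomach and 3 for gallbladder. The authors classified the read pairs with Kraken2 against the UHGG database under default parameters and joined the reports. In the deposited table, the counts of each library are whole read pairs per taxon, either with all taxa below it or for the taxon alone, and are not normalized. A further deposited column gives the percent of all read pairs over the 8 libraries. The paper describes the removal of adapter dimers and very short inserts, but the totals of the table equal the high quality read pairs before that step in 8 of 8 libraries. All columns of the table were matched to a library, with 0 columns of library values left unused, and each library to its specimen through Table 1, the sample labels and the library name. The labels name some gallbladder libraries inconsistently, and the library name settled these.

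Depth ranged from 4366940 to 104544227 read pairs per library. Shares were computed over all read pairs or over the classified read pairs, with exact 95% binomial intervals, which cover counting error only; for the unclassified share they overlap between the stomach libraries alone. The limit that a count of 0 allows was taken as 3 counts per library. Single shares were compared between the 3 gallbladder and the 5 other libraries by exact permutation tests over 56 splits, two-sided by doubling the smaller tail, with Benjamini-Hochberg adjustment over 17 taxa (16 that the paper names and that have an entry, and the genera standing in for Comamonadaceae), and over the 7 lists of genera. Lists held gut anaerobes, clostridia of putrefaction and collagenase production, reagent and water genera, skin genera, oral and upper gastrointestinal genera, enteric and bile genera, and reproductive tract genera. A genus with a letter suffix in this taxonomy, such as Clostridium_G, was counted under the name without it.

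Genera were tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test on the counts with TMM factors. The 596 genera with at least 10 read pairs in at least 3 libraries were tested at an adjusted p under 0.05. The biological coefficient of variation was 79.1%, and the spread among the 5 other libraries includes differences between tissues. The step was tested on simulated data for the comparison of gallbladder with the other tissues, with 200 of 596 genera changed. It recovered 2% of 50 genera changed 2-fold, 36% of 50 changed 4-fold, 72% of 50 changed 8-fold and 66% of 50 changed 16-fold, and called 0 of 396 unchanged genera. DESeq2 1.42.0 was the other tool. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

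The taxa named are those that the paper names in its text, Table 2, Fig. 3B or Fig. 5, the 10 taxa, 5 genera and 5 species with the most read pairs in each library, up to 4 leading members of each list, and the 10 genera per direction with the largest fold change among those past the adjusted threshold whose gallbladder values all lie on one side of the others. Only 8 genera met the last condition in the lower direction. Values in the paper's tables had been seen when the rule was written. The table has no family Comamonadaceae, and 20 genera of that family, listed after its taxonomy was seen, stand in for it. Species counts were repeated with at least 10 read pairs and after thinning to 970083 read pairs in 20 draws. Other alternatives were the mean of library percentages, other denominators, the genus, species and family ranks, longer lists of leading taxa, no filter on low counts, no TMM factors, the stomach libraries as the only reference, and leaving out each library in turn. A read pair that matches near-identical genomes is assigned by Kraken2 to a rank above them, so counts of closely related species are uncertain. Human and miRBase alignments were not analysed here, nor were the spectra, particle measurements and RNA gels.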

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

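The comparison of the gallbladder genera with other splits of the libraries was set before its result was seen, and all other tests below were chosen after it.

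Collinsella, which the paper's text and Table 2 name only for gallbladder-2 and gallbladder-3, held 6.23% of the read pairs of the 6 other libraries. Mailhella, which neither names, held 2.50%, and Archaea, which the paper does not discuss, 0.397%. All lie far above the limit of a count of 0 (1.57e-06%). Any taxon with more than a few read pairs exceeds that limit, so it cannot tell presence from false assignment. Table 3 sets gallbladder-2 and gallbladder-3 apart, at a mean of 61.7% unclassified against 91.5% in the other libraries, a difference of -29.8 percentage points. In the table of all 8 libraries the difference is -1.58 points, or 5.31% of that in Table 3. The unclassified counts of these 2 libraries equal those of Table 3, so the gap there goes with libraries summarised from different runs. Gallbladder-1 is among the 6 other libraries, so this contrast is not one of tissues and cannot decide on a difference between them. Adapter dimers or very short inserts counted as microbial are a candidate source of Collinsella reads, since the classified read pairs came to at least 119% of the non-artifact read pairs of Table 3 in the 6 other libraries, and Coriobacteriia in Table S1 kept at most 0.0669% of their read pairs. The runs also differ in their reference database, so what removed the Coriobacteriia stays open, and reads from the tissues themselves remain untested.

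The 57 genera that differed between gallbladder and the other tissues were more than in any other split, in which at most 1 genus passed. Thus 1 of 56 splits reached this number. At an unadjusted p the gallbladder split gave 140 genera, and heart or stomach-2 with gallbladder-1 and gallbladder-3 gave 110. The number excludes chance at 0.05 only if the libraries are independent, and whether the gallbladder specimens came from separate donors is not known. Carry-over from gallbladder-1, the deepest library, would keep the read pairs of the 49 higher genera in 1 ratio to those of gallbladder-1, but the ratio varied 3.83-fold between its 10th and 90th percentile in gallbladder-2 and 4.45-fold in gallbladder-3. In gallbladder-2 and gallbladder-3, only 2 and 7 of these 49 genera had a larger share than in gallbladder-1. A library's own reads and small counts also vary the ratio, so carry-over of a part of the reads stays open. Reagent and water bacteria stay open, with 26.7% of 15 tested members higher against 7.75% of 581 other genera (Fisher's exact test, p = 0.0280). Genera are not independent replicates, so this p does not measure the spread between specimens. No reagent control was sequenced, and of the 4 higher members only Comamonas and Pseudomonas were past the threshold without gallbladder-1. Days in formalin, or a processing batch tied to them, cannot be told apart from tissue, since the other tissues had spent at least 166 days in formalin and gallbladder 83, and a difference between the tissues themselves is open as well.

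Among the 5 libraries of the other tissues, 4 of 25 measures had a library far from the rest, where chance gives about 1 in 20. Firmicutes_A held 13.3% of ovary, with the next library at 8.38%. Alphaproteobacteria held 1.09% of stomach-1, next to 0.624% in stomach-2. Comamonas and Acidovorax together held 0.0432% of stomach-1, with the next library at 0.0115%. Reproductive tract genera held 0.0110% of the classified read pairs in placenta, with the next library at 0.00378%.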

How the results depend on the processing

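The alternatives were chosen before the data were examined, except the first words of species names, the profiles without Collinsella and Mailhella, the leading species without gallbladder-1, the named taxa with the species of Fig. 3B added (0 past the adjusted threshold, as without them) and the fit of the same 4 libraries without a block, which were chosen after seeing the data. As a mean of library percentages, 62.9% of read pairs were unclassified and 36.1% bacterial; leaving out 1 library gave 59.5% to 63.9% and 35.1% to 39.5%, the extremes coming without heart and without gallbladder-1. With at least 10 read pairs, 2954 entries remained, and species numbered 727 (placenta), 850 (heart), 952 (ovary), 654 (stomach-1), 662 (stomach-2), 1531 (gallbladder-1), 895 (gallbladder-2) and 564 (gallbladder-3); at the genus rank the numbers were 729, 794, 843, 660, 661, 983, 821 and 588. Distinct first words of the names gave 878, 997, 1087, 1386 and 1031 for placenta, heart, ovary, gallbladder-1 and gallbladder-2, and thinning gave 1363.75 for gallbladder-1, where the depth behind the count explains the change. Over the 20 leading taxa, the lists shared 15 (placenta, ovary and heart), 17 (placenta and ovary), 19 (stomach), 18, 19 and 19 (gallbladder-1 and -2, -1 and -3, -2 and -3), 18 (all gallbladder) and 14 taxa (all libraries), and over the 10 leading genera 5, 6, 9, 4, 8, 5, 4 and 4 in that order. The median Bray-Curtis dissimilarity stayed within the spread of the pairs, at 0.258 for species and 0.218 for families, and 0.305 without Collinsella and Mailhella.

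Genera higher in gallbladder numbered 49, with 68 by DESeq2, 52 without TMM factors, 66 without a filter, 77 at the species rank, 14 at the family rank and 0 against the stomach libraries alone; leaving out 1 library gave 25 to 52. Genera lower numbered 8, with 36, 5, 18, 7, 1 (Peptostreptococcaceae) and 0 in the same order, and 1 to 13 when leaving out 1 library. Against stomach alone, 84 of 470 genera passed an unadjusted p. Without TMM factors the median log2 fold change of all genera was 0.11 in place of -0.06. Gallbladder and stomach share the replicate numbers 1 and 2, and nothing in the labels or the paper pairs them. Same-numbered libraries did not clearly deviate together (correlation 0.0933). With 2 libraries per tissue this is a single value, so it cannot show that they share only a number. With the replicate number as a block, 6 genera were higher and 0 lower on these 4 libraries, against 0 and 0 without the block (edgeR, with 50 and 64 genera at an unadjusted p). The cause of these changes was not tested, beyond fewer libraries or other units in the fit.

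With 1 library left out, no exact permutation test can give a two-sided p (the smaller tail doubled) under 0.05, so these 208 tests of gallbladder against the other tissues show only the direction, which changed in 9, all of differences that had not passed. These are Clostridia (-1.36 to 0.128 percentage points), Alphaproteobacteria (-0.190 to 0.101), Eubacteriales (-0.000410 to 0.000292; a narrow order in this taxonomy that does not hold the Clostridiaceae), the reagent and water genera (-0.211 to 2.20) and the oral genera (-0.335 to 0.0420). Of the 24 tests with another denominator, 22 stayed on their side. Over the classified read pairs, the difference in Eubacteriales was -0.000444, and Desulfobacterota passed no more (1.69 percentage points, exact permutation test, p = 0.179); the cause was not tested. For the log2 fold changes of 25 named genera, 0 of 194 settings with 1 library left out and 0 of 139 other settings changed sign, while 48 and 63 did not pass the threshold. Of the species of a library, 40.8% to 45.2% had under 10 read pairs. This share did not follow depth, at 40.8% in gallbladder-1, the deepest library, and 41.4% in gallbladder-3, the shallowest.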

Differences from the paper's values

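The paper gives 9.49% of read pairs as microbial in placenta, 4.79% in heart, 12.61% in ovary, 8.42% in stomach-1, 4.05% in stomach-2 and 11.73% in gallbladder-1, and the deposited counts give 33.6%, 32.8%, 40.2%, 35.5%, 35.5% and 42.8%. No alternative for these was set before the data were examined. The paper's bacterial shares are 8.97%, 3.65%, 12.28%, 7.97%, 3.61% and 11.58%, against 31.8%, 32.0%, 39.5%, 34.6%, 34.5% and 41.8% here, and over classified read pairs, 94.6%, 97.5%, 98.3%, 97.7%, 97.2% and 97.7%, they differ as well. For placenta, heart, ovary, stomach-1, stomach-2 and gallbladder-1 the paper gives 90.51%, 95.21%, 87.39%, 91.58%, 95.95% and 88.27% unclassified. The deposited counts give 66.4%, 67.2%, 59.8%, 64.5%, 64.5% and 57.2%. The alternative over the paper's high quality read pairs gives the same values by construction, since the totals are equal. The paper's percentages are over its non-artifact read pairs, and on that scale the classified read pairs come to 136% in placenta, 141% in heart, 119% in ovary, 135% in stomach-1, 150% in stomach-2 and 120% in gallbladder-1. For gallbladder-2 and gallbladder-3 the values of Table 2 and Table 3 are those of the deposited counts.

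Pooled, the paper gives 18.5% bacterial read pairs and the deposited counts 38.3%. The mean of library percentages (36.1%) and each set of libraries with 1 left out (35.1% to 39.5%) differ too. The paper's pooled unclassified share is 81%, against 60.7% here, and the paper's own read pairs of Table 3, summed over the 8 libraries, give 81.0%.

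The paper gives 878 species in placenta, 997 in heart, 1087 in ovary, 1386 in gallbladder-1 and 1031 in gallbladder-2, against 1327, 1544, 1735, 2588 and 1631 here. With at least 10 read pairs (727, 850, 952, 1531 and 895), after thinning (1110, 1054, 1363, 1364 and 1187) and at the genus rank (729, 794, 843, 983 and 821), all within the alternatives set before the data were examined, the numbers come within 1.5 times the paper's. Distinct first words of the species names, chosen after seeing the values, give 878, 997, 1087, 1386 and 1031, the paper's numbers, as well as 769, 772 and 691 in stomach-1, stomach-2 and gallbladder-3. These 769, 772 and 691 are the paper's numbers too, against 1114, 1132 and 962 species here. Numbers of genera, families, orders, classes and phyla equal the paper's in all libraries.

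The paper gives 3.54% Clostridia in placenta, 1.12% in heart, 4.84% in ovary, 2.41% in stomach-1 and 1.13% in stomach-2, against 7.28%, 4.93%, 10.9%, 5.92% and 5.10% here, and over classified read pairs (21.6%, 15.0%, 27.0%, 16.7% and 14.4%) the values differ too. The paper's text names 1 taxon shared by gallbladder-1 and gallbladder-3 and none by gallbladder-1 and gallbladder-2 (about 1 and about 0 in Fig. 5D), against 9 and 8 here. With 20 leading taxa (19 and 18) and with 10 genera (8 and 4) these differ as well. Table 2 lists gallbladder-1 under NCBI names, such as Pseudomonadota, and gallbladder-2 and gallbladder-3 under UHGG names, such as Firmicutes_A. Taxa with unlike names cannot match, so other list lengths do not bear on this difference.

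The paper ranks stomach-2 as the library with the most unclassified reads, and here heart was highest (67.2%) and stomach-2 at 64.5%. The paper gives the gallbladder libraries the lowest unclassified shares, and here gallbladder-1 was lowest (57.2%) but ovary (59.8%) lay below gallbladder-2 and gallbladder-3. For Fig. 4 the paper's text excepts the gallbladder tissues from those with Clostridia and Clostridiaceae, while its Table 2 and Fig. 5D list Clostridia for gallbladder-2 and gallbladder-3, with values equal to those here (6.56% and 5.39%). In gallbladder-1, Clostridia held 5.85% here and were among the 10 leading taxa. In Table S1, after artifact removal and under NCBI names, they held 0.158% of gallbladder-1, against 1.12% (heart) to 4.84% (ovary) in the other tissues. For this library the paper's own report thus goes with its text. Clostridiaceae were among the 10 in no gallbladder library here either, but held 0.125% to 1.11% of them. The taxa that Table 2 lists for placenta, heart, ovary and stomach include neither Actinobacteriota nor Collinsella, which here were among the 10 leading taxa of each of these libraries. Bacillota, which Table 2 lists for them, was among the 10 here too, as Firmicutes_A. The species of Fig. 3B are given as the most abundant, and here 1 of these 30 was among the 30 with the most read pairs. The 6127 entries of the paper equal the highest taxon number of the table, which lists 4573 entries. The paper's numbers of shared taxa for placenta, ovary and heart (8), placenta and ovary (9) and gallbladder-2 with gallbladder-3 (9) match those found here, though in the first and second of these sets only Clostridia is shared by name. For the stomach libraries the paper gives 10 shared taxa, against 8 here.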

Other observations

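Some genera stood out in single libraries and are not discussed in the paper. In placenta, Agathobaculum, a butyrate-producing gut genus, held 1.56% of the classified read pairs against 0.147% to 0.513% elsewhere, and Stenotrophomonas, a water bacterium, 1.23% against 0.0580% to 0.373%. In ovary, Porphyromonas held 2.48% and no other library over 1.12%, almost all of it species MGYG000002931 (2.36%). The Collinsella species MGYG000002122 held 2.36% and 1.74% of the classified read pairs in stomach-1 and stomach-2, and as a share of all read pairs 0.836% and 0.619% against 0.0313% to 0.226% elsewhere. In gallbladder-2, Salinicola tamaricis (3.45%) and CAG-495 (1.75%) were more abundant than in any other library. Each of these rests on 1 or 2 libraries and was chosen from the leading genera and species of the libraries.

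Archaea were found in all 8 libraries, most of them Methanobacteriota, at 0.153% (ovary) to 0.443% (gallbladder-2) of all read pairs. Collinsella varied little between libraries, with a ratio of 2.00 between its highest and lowest share of the classified read pairs, where the median of 596 genera was 17.3, and 3.19% of the genera had a ratio as low. Mailhella had a ratio of 2.45. Rare genera weigh on that median, and a genus absent from a library counted as having no upper limit. Genera were not compared at equal abundance. Neisseria varied little too (0.274% in stomach-1 to 0.499% in gallbladder-1), while Comamonas ranged from 0.00139% (stomach-2) to 1.10% (gallbladder-1).

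A further pattern is the presence of Clostridiaceae in each library, and the tests on it were chosen after it was seen. Collagenase for tissue digestion is made by Hathewaya histolytica (formerly Clostridium histolyticum), so a hypothesis is that clostridial RNA came with 1 source shared by the preparations. In Table S1, Hathewaya made up 45.2% (placenta) to 58.5% (heart) of the Clostridiaceae in 5 libraries, a 1.30-fold range. The Clostridiaceae themselves varied 4.12-fold. A single clostridial source would give a steady share of this kind. Hathewaya is a large part of the family it is divided by, so its share is bounded and the contrast of these ranges cannot decide for such a source. Gallbladder-1 is not among the 5, since the lines of its report used here hold Clostridiaceae but no line for Hathewaya. Whether the collagenase was that source cannot be told, since no digestion blank was sequenced, and Clostridiaceae held as little as 0.125% of gallbladder-1; growth of clostridia before fixation was not tested.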
